# Circular RNA hsa_circ_0000073 Enhances Osteosarcoma Cells Malignant Behavior by Sponging miR-1252-5p and Modulating CCNE2 and MDM2

**DOI:** 10.3389/fcell.2021.714601

**Published:** 2021-09-09

**Authors:** Zhijing Ren, Qinqin Yang, Jiajia Guo, Haifeng Huang, Bo Li, Zhen Yang, Xiaobin Tian

**Keywords:** hsa_circ_0000073, osteosarcoma, cell cycle, proliferation, miR-1252-5p, CCNE2, MDM2

## Abstract

**Objective:** An increasing number of studies have demonstrated that circular RNAs (circRNAs) are involved in tumor progression. However, the role of hsa_circ_0000073 in osteosarcoma (OS) is still not fully elucidated.

**Methods:** Quantitative reverse transcription-polymerase chain reaction or Western blot was used to detect the gene expression. GeneChip analysis, bioinformatics, luciferase reporter, and RNA immunoprecipitation assays were adopted to predict and verify the relationships between genes. Counting Kit-8 Assay, clone formation assay, wound-healing assay, transwell assays, cell cycle assays, and *in vivo* tumorigenesis were used to evaluate cell function.

**Results:** hsa_circ_0000073 was highly expressed in OS cell lines and could promote OS progression, including proliferation, migration, invasion, and cell cycle *in vitro* as well as tumorigenesis *in vivo*. Mechanically, hsa_circ_0000073 could readily downregulate the expression of CCNE2 and MDM2 through miR-1252-5p. Rescue experiments validated miR-1252-5p mimics, or CCNE2/MDM2 short hairpin RNA could reverse the hsa_circ_0000073 overexpressing-induced impairment of malignant tumor behavior.

**Conclusion:** hsa_circ_0000073 functions as a tumor promoter in OS to increase malignant tumor behavior through sponging miR-1252-5p and regulating CCNE2 and MDM2 expression, which could be a novel target for OS therapy.

## Introduction

Osteosarcoma (OS), the most frequent bone tumor from malignant mesenchymal cells, is the leading cause of cancer mortality in children and teenagers. Unfortunately, although advanced surgery combined with chemotherapy has been practiced in clinical, the patients with OS have been shown to only approximately 65–70% in 5-year survival rate, and many patients suffer from potential distant metastasis (Zhou et al., 2016; Harrison et al., 2018).

It is widely accepted that patients with OS may benefit from the novel and efficacious treatment methods established, such as molecule-targeted therapies. However, little progress has been made in recent decades. Therefore, there is a pressing need to profoundly investigate the molecular mechanism underlying OS progress, especially complex gene regulation axes, which could help us develop robust interventions and therapies (Bishop et al., 2016; Otoukesh et al., 2018).

Circular RNAs (circRNAs) are a subclass of endogenous non-coding RNAs with no polyadenylated tail, which have a closed circular structure joined by the 3′ and 5′ ends (Kristensen et al., 2019). Increasing evidence has exhibited that multiple circRNAs have been involved in the generation and development of cancers, such as gene expression, migration, invasion, proliferation, cell cycle, among others (Arnaiz et al., 2019; Chen et al., 2020; Li R. et al., 2020; Wu P. et al., 2020). Currently, as many micro RNA (miRNA)-binding sites on circRNAs have been found, the most well-known function of circRNAs is to serve as miRNA sponges and subsequently regulate target gene expression (Lu et al., 2019; Wang H. Y. et al., 2020). In OS, extensive research has demonstrated that circRNAs could participate in the pathophysiological processes by exhibiting competitive binding to miRNAs, such as circ-XPR1, circTADA2A, hsa_circ_0005909, and hsa_circ_0000658 (Wu et al., 2019; Jiang and Chen, 2021; Mao et al., 2021; Zhang et al., 2021). However, studies of circRNAs in OS are just starting, and the underlying molecular mechanism of hsa_circ_0000073 is not fully understood. Here, we aimed to explore the function of hsa_circ_0000073 in proliferation, migration, invasion, and cell cycle of OS cells and unveiled a network among hsa_circ_0000073/miR-1252-5p/CCNE2 and MDM2, providing a potential target for OS therapy.

## Materials and Methods

### Cell Culture

A normal human osteoblast cell line (hFOB1.19), three OS cell lines (MG63, U-2, and Saos2), were obtained from the Chinese Academy of Sciences (Shanghai, China) and cultured under standard conditions (temperature: 37°C; CO: 2.5%). For a complete medium, 100 U/ml penicillin G, streptomycins, and 10% fetal bovine serum were mixed in the Dulbecco’s modified Eagle’s medium (Gibco, United States).

### Transfection of Cells

For transfection experiments, the empty vector (pcDNA3.1), overexpressing plasmids (hsa_circ_0000073), short hairpin RNAs (shRNAs) (sh-NC, sh-circ_0000073, sh-MDM2, and sh-CCNE2), miRNA mimics, and sponge (mimics-NC, miR-1252-5p mimics, sponge-NC, and miR-1252-5p sponge) were all designed and synthesized by General Biosystems (Anhui, China). Lipofectamine 3000 (Invitrogen, United States) was chosen for cell transfection. The shRNAs used are shown in Supplementary Table 1.

### RNase R Treatment and Quantitative Reverse Transcription-Polymerase Chain Reaction

TRIzol (Takara, Japan) was taken for total RNA extraction. At 37°C, 2,000 ng of total RNA was incubated with or without RNase R (Epicenter Technologies, United States) for 15 min. The reverse transcription kit (Takara, Japan) and an SYBR Green PCR kit (Takara, Japan) were used for quantitative reverse transcription-polymerase chain reaction (qRT-PCR). The expression levels were normalized with glyceraldehyde 3-phosphate dehydrogenase or U6 and calculated with the 2^–ΔΔCt^. The primers used are displayed in Supplementary Table 2.

### Counting Kit-8 Assay

Counting Kit-8 (CCK-8) reagent (Solarbio, China) was chosen to test cell proliferation. The transfected cells were cultured in 96-well plates. At 0, 24, 48, and 72 h, 10 μl of CCK-8 reagent was added to each well. After 2 h of incubation at 37°C, a microplate reader was taken to measure the optical density value at 450 nm.

### Clone Formation Assay

Transfected cells were plated in 12-well plates for 1-week culture before being fixed in 4% paraformaldehyde. Crystal violet solution (0.1%, Solarbio, China) was used to stain. The images were captured for counting.

### Wound-Healing Assay

Cells in the different groups were cultured in 12-well plates for 24 h. A 10-μl pipette tip was taken to scratch the cell surface. At 0 and 48 h after injury, the images were captured by a microscope. A relative migration rate was analyzed by measuring the migratory distance normalized to the 0-h control.

### Transwell Assay

A transwell chamber coating matrigel on the upper side was taken to examine the cell invasion. The transfected cells with 200-μl serum-free media were added into the transwell chambers, whereas the outer chambers were packed with the complete medium. After 48 h of culture, the bottom surface cells were fixed with 4% paraformaldehyde and stained with 0.1% crystal violet (Solarbio, China). The images were captured for counting.

### Cell Cycle Assay

The flow cytometer and a cell cycle analysis kit (Meilunbio, China) were used to detect the cell cycle stages. The cells were immobilized with 75% alcohol at −20°C for 24 h and added 500-μl propidium iodide solution [buffer:propidium iodide (20×):RNase A (50×) = 100:5:2] and incubated 30 min for the test.

### Gene Expression Profiling Analysis and Bioinformatics Analysis

Cells transfected with sh-NC or sh-circ_0000073 were subjected to total RNA isolation using TRIzol reagent (Takara, Japan). Then, a GeneChip WT Pico Reagent Kit (Affymetrix, United States) was taken to analyze the differentially expressed messenger RNAs with the conditions: fold change > 1.5 and *P* < 0.05. Gene Ontology (GO) (Yu et al., 2012) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa et al., 2021) were taken to investigate the potential biological functions of hsa_circ_0000073 with the conditions: p.adj < 0.05 and *q*-value < 0.2. Protein–protein interaction (PPI) network and competing for endogenous RNA (ceRNA) network were created by STRING 11.0 (Szklarczyk et al., 2019) and Cytoscape 3.7.2 (Shannon et al., 2003).

### Western Blot

Radioimmunoprecipitation assay buffer and BCA Protein assay kit (Beyotime, China) were used for protein extraction and protein concentration evaluation. Proteins were separated with a sodium dodecyl sulfate–polyacrylamide gel electrophoresis gel. The polyvinylidene fluoride membrane containing proteins was blocked with 5% milk. Then, specific primary antibodies (MDM2, Abcam; CCNE2, Abcam; and glyceraldehyde 3-phosphate dehydrogenase, Abcam) were applied to the membrane at 4°C overnight. After incubating with secondary antibodies, an ECL Western Blotting Substrate (Solarbio, China) was used to detect the protein blots.

### RNA Immunoprecipitation

An EZ-Magna RNA Immunoprecipitation (RIP) Kit (Millipore, United States) was taken to AGO2-RIP experiments. The HEK-293 cells were lysed and incubated with human anti-Ago2 or mouse IgG-coated beads (Millipore, United States). qRT-PCR was used to analyze the immunoprecipitated RNAs.

### Luciferase Reporter Assay

According to the target gene sites identified *via* Circbank (Liu et al., 2019), TargetScan (Agarwal et al., 2015), or ENCORI (Li et al., 2014), the wild-type or mutant sequence was plug into the vector (Tongyong, China) and transfected to cells. A double luciferase detection system was measured to the activity of the luciferase reporter gene.

### Tumor Formation *in vivo*

BALB/C-nu mice (Sipeifu, China) were used to study tumor formation ability, in which 2 × 10^7^ stably transfected MG63 cells were injected in the flank for 5 weeks. The tumor volume was monitored every week and calculated using the formula: length × width^2^/2 (cubic millimeter). On week 5, mice were killed. The dissected tumors were weighed and collected. Formalin-fixed paraffin sections (4–6 μm) of tumor tissues were carried out for immunohistochemistry assay. The primary antibody (MDM2, Abcam; CCNE2, Abcam) and EnVision Detection System (DAKO, United States) were used according to the manufacturer’s protocol. A microscope captured images. The Animal Ethics Committee of Guizhou Provincial People’s Hospital approved this work.

### Statistical Analysis

The data were represented as means ± SD and the Student’s *t*-test, or one-factor analysis was taken to analyze the group comparison. Through SPSS 22.0 (IBM, United States) analysis, statistical significance was recording as *P* < 0.05.

## Results

### hsa_circ_0000073 Was Upregulated in Osteosarcoma Cells

We analyzed the most upregulated circRNAs in OS cell lines from GSE96964 (Figure 1A). The hsa_circ_0032462, hsa_circ_0028173, and hsa_circ_0000073 were selected to further investigate by qRT-PCR. Comparing with hFOB1.19, the normal human osteoblast cell, the highest expression of hsa_circ_0000073 was observed in human OS cells, including MG63, U2OS, and Saos2 (Figure 1B). Then, hsa_circ_0000073 was chosen to be the main subject. Subsequently, we confirmed that hsa_circ_0000073 could only be detected from complementary DNA with divergent primers (Figure 1C) and undigested by RNase R, which showed strong stability due to the closed structure (Figure 1D). Moreover, the data of qRT-PCR proved that hsa_circ_0000073 was enriched in the cytoplasm (Figure 1E).

**FIGURE 1:**
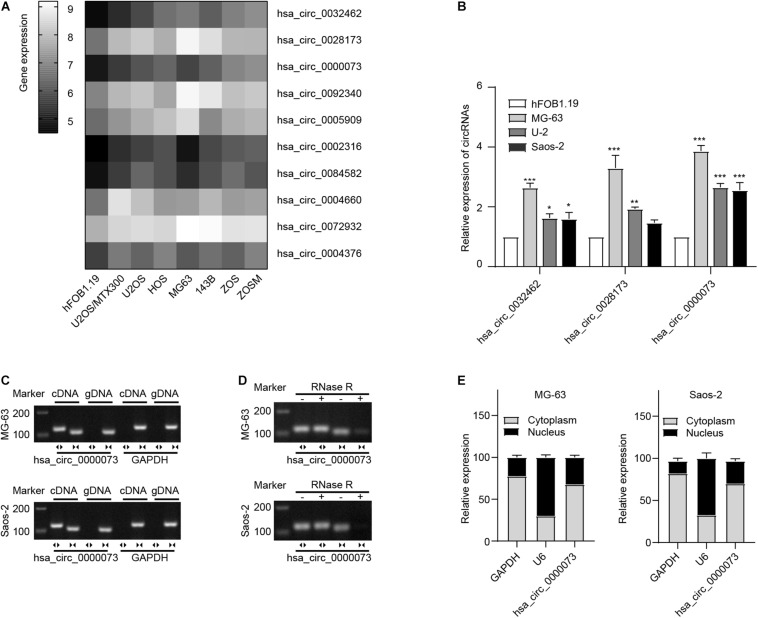
hsa_circ_0000073 was upregulated in OS cells. **(A)** Clustered heatmap displayed most upregulated circRNAs in OS cell lines from GSE96964. **(B)** qRT-PCR demonstrated a higher expression level of hsa_circ_0000073 in OS cells. **(C,D)** AGE indicated existence and confirmed circular structure of hsa_circ_0000073. **(E)** qRT-PCR showed hsa_circ_0000073 was predominantly localized in cytoplasm. Data were presented as mean ± SD. *P < 0.05, **P < 0.005, ***P < 0.001.

### hsa_circ_0000073 Promoted Osteosarcoma Progression *in vitro*

Then, we designed two shRNAs that targeted the specific junction sites of hsa_circ_0000073. By qRT-PCR, we found that the sh-hsa_circ_0000073-1 had a better knockdown efficiency (Figure 2A). Thus, we chose the sh-hsa_circ_0000073-1 for further study. By contrast, we also designed an overexpressing plasmid of hsa_circ_0000073, which was verified that it could significantly upregulate the expression of hsa_circ_0000073 in OS cells (Figure 2B). Functionally, our results of the CCK-8 and colony formation assays confirmed that the hsa_circ_0000073 shRNA prominently weakened the cell proliferative ability, and the overexpression group was the opposite (Figures 2C,D). Moreover, the wound-healing and transwell assays also showed that the migrative and invasive abilities were similar to CCK-8 and colony formation assays (Figures 2E,F). Next, flow cytometry found that the S phase was higher by hsa_circ_0000073-silenced, whereas it was lower by overexpressing hsa_circ_0000073 (Figure 2G). In a word, hsa_circ_0000073 played an oncogenic role in OS progression.

**FIGURE 2:**
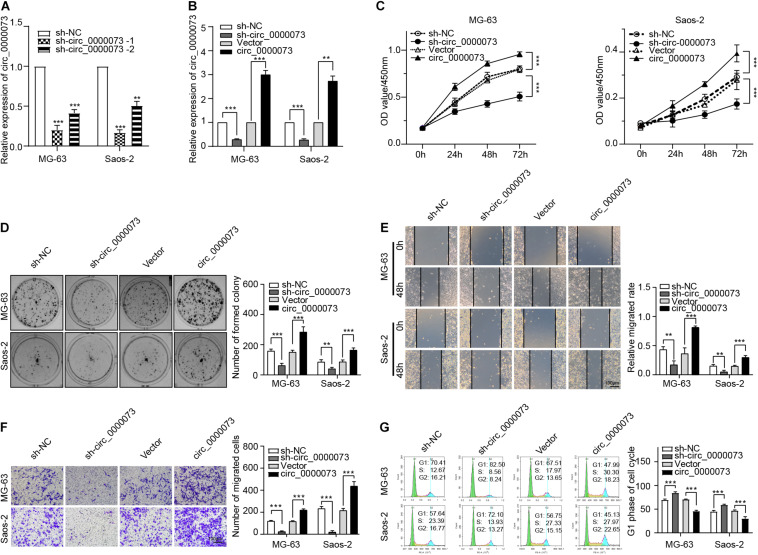
hsa_circ_0000073 enhanced malignant behavior *in vitro*. **(A)** qRT-PCR qualified silenced efficiencies of hsa_circ_0000073. **(B)** qRT-PCR confirmed knockdown and overexpression of hsa_circ_0000073 by shRNA and overexpressing plasmid. **(C,D)** CCK-8 and clone formation assays showed hsa_circ_0000073 stimulated cell proliferation in OS cells. **(E,F)** Wound-healing and transwell assays verified hsa_circ_0000073 enhanced migration and invasion ability in OS cells with regulation, magnification, ×200. **(G)** Flow cytometry analysis revealed that hsa_circ_0000073-silenced induced S phase arrested in OS cells, whereas hsa_circ_0000073-overexpressed reductions. Data were presented as mean ± SD. **P < 0.005, ***P < 0.001.

### Bioinformatics Predicted the Competing for Endogenous RNA Network of hsa_circ_0000073

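Total RNA of 2 osteosarcoma cell lines, MG-63 and Saos-2, was measured on 4 Affymetrix GeneChip arrays. Each line gave 1 array of cells transfected with a control short hairpin RNA (sh-NC) and 1 array of cells transfected with sh-circ_0000073, the short hairpin RNA against hsa_circ_0000073. The labels of the samples call these RNAs si-NC and si-hsa_circ_0000073 in the titles and sh-NC and sh-circ_0000073 in the characteristics, and the paper's terms are used here. Of the genes picked beforehand to tell the lines apart, RB1, ALPL, CDKN2A and IBSP differed between them, whereas SPP1, at 4.05 and 3.59 in MG-63 and 3.34 and 3.84 in Saos-2, and 1 of 2 COL1A1 probe sets did not separate them. RB1, which is deleted in part in Saos-2, had a log2 signal of 11.90 and 11.91 on the MG-63 arrays and 6.17 and 5.78 on the Saos-2 arrays, and ALPL, the alkaline phosphatase of osteoblasts, had 3.89 and 3.97 in MG-63 and 16.57 and 15.81 in Saos-2, each with sh-NC first. CDKN2A was near background in MG-63 at 2.99 and 2.94 and reached 11.90 and 14.04 in Saos-2. The knockdown itself has no value here, since no probe set was matched to hsa_circ_0000073 and its host gene does not stand for it.

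The deposited values are log2 signals of 135750 probe sets, made by the authors with Affymetrix Expression Console and given to 2 decimals. The summarisation method, the background correction and the version are not given in the sources used here. The array medians were 3.74 for MG-63 sh-NC, 3.75 for MG-63 sh-circ_0000073, 3.74 for Saos-2 sh-NC and 3.75 for Saos-2 sh-circ_0000073. Of the probe sets, 36176 carried 1 gene symbol and were used, 1119 carried several symbols and 98455 were unnamed here. With 1 array per condition, a difference within a line has no replicate check, and the number of arrays limits the precision. Within a line genes were therefore taken by size alone, as more than 1.5-fold higher or lower with sh-circ_0000073, and no p-value was computed, whereas the methods of the paper add a P threshold to the same fold. The only test took the lines as replicates, with limma and the line as a block, which leaves 1 residual degree of freedom per gene before the variances are moderated. Gene lists were set against 10000 random lists of the same size and signal level, and a percentile gives the place of a list's median among theirs.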

To explore the complex underlying mechanisms, we first analyzed the gene expression profiling after transfected sh-hsa_circ_0000073 in MG-63 and Saos-2 cells. 

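In MG-63, MMP3, a matrix metalloproteinase, was 34.1-fold higher with sh-circ_0000073 than with sh-NC, and the interferon gene IFNB1 was 9.71-fold higher. The prostaglandin receptor gene PTGER4 was 9.58-fold higher and CCN2, a matrix-associated growth factor, 7.46-fold higher. In the same line TNFSF13B, a B cell cytokine, was 21.0-fold lower, the junction gene CLDN11 8.88-fold lower and the antiviral gene MX2 6.15-fold lower. In Saos-2, SEMA3C, a secreted semaphorin, was 20.5-fold higher, the receptor kinase gene ROS1 15.9-fold higher and FOSL1, an AP-1 transcription factor, 10.9-fold higher. SPANXA1 was 23.1-fold higher there, but the SPANX genes are near-identical copies and may share signal. MYL1, a muscle myosin light chain, was 18.3-fold lower in Saos-2 and the adhesion gene CEACAM1 about 9.71-fold lower. The folds of CEACAM1, FOSL1, SEMA3C, IFNB1 and TNFSF13B are less certain, since the lower of the 2 log2 signals behind each was under 6, as for CEACAM1 at 4.79 and FOSL1 at 5.23.

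Several of the largest changes appeared in both lines. SC5D, an enzyme of cholesterol synthesis, was 13.4-fold lower in MG-63 and 8.82-fold lower in Saos-2, and its mean log2 change over the lines was -3.44 (standard error 0.30, adjusted p = 0.0856 from limma, and 0.0017 to 1 under its other settings). GOLM2, a Golgi membrane protein, was 9.71-fold and 6.73-fold lower, CTSS, a lysosomal protease, 5.82-fold and 5.66-fold lower, and COMMD6 5.46-fold and 15.8-fold lower. Of the genes that were higher, SGK1, a kinase of the PI3K pathway, was 5.24-fold higher in MG-63 and 7.11-fold higher in Saos-2, CYP1B1 5.39-fold and 5.31-fold, and PMAIP1, which encodes the apoptosis protein NOXA, 5.06-fold and 3.14-fold.

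Among the 36176 probe sets with 1 gene symbol, 3230 were more than 1.5-fold higher and 2596 more than 1.5-fold lower in MG-63, but 2816 and 3022 after quantile normalization. In Saos-2 these counts were 3224 and 1889, so that 63.1% of the changes were increases, against 52.4% when the changes were centred on their median. In both lines 627 were higher, where 288 would be shared by independent lists and 387 by lists matched on signal level, and 446 were lower, where 136 and 179 would be. The order of these shared counts depends on scaling, with 518 higher and 528 lower after centring and 497 and 550 after quantile normalization. Opposite changes were seen for 147 probe sets that were higher in MG-63 and 214 that were higher in Saos-2. No count expected for independent lists was computed for these, so they do not show opposite responses of the lines. The changes of the lines had a Pearson r of 0.17 and a Spearman rho of 0.11 across genes, which are not independent replicates, and 0.22 and 0.18 over the 18080 probe sets above the median level. limma called no gene at an adjusted p under 0.05 over both lines, whereas 2628 probe sets had an unadjusted p under it. If no gene changed, a share of about 0.05 of the 36176 would have such a p. With probe sets of a log2 level of at least 6 alone it called 14 increases and 17 decreases. These count probe sets, and several of the increases belong to the same gene.

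**Figure D1:**
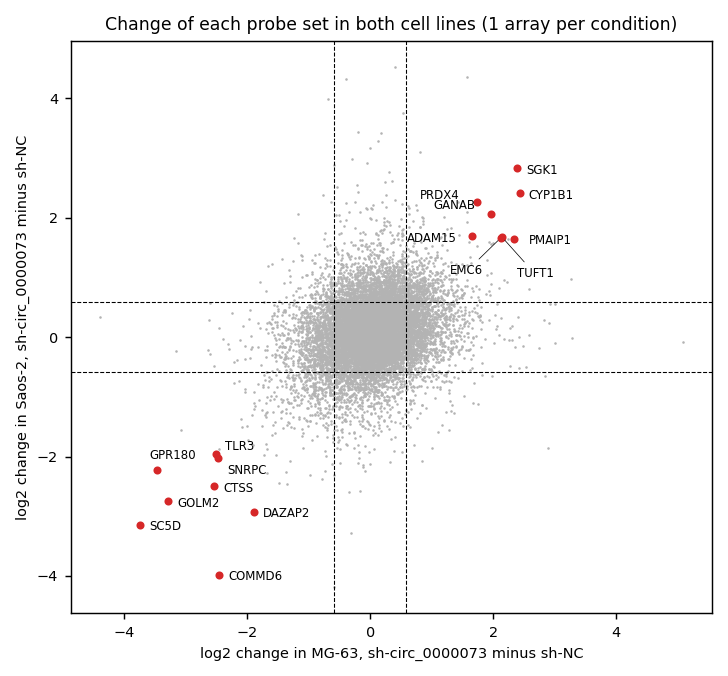
Log2 change with sh-circ_0000073 in MG-63 (horizontal) and Saos-2 (vertical) for each probe set with 1 gene symbol and a log2 signal of at least 6 on any array, with 1 array per condition. Dashed lines mark 1.5-fold. Red points are the 8 genes with the largest shared decrease and the 8 with the largest shared increase, among them SC5D at -3.74 and -3.14. Symbols starting with LOC, LINC, MIR, IG and similar prefixes were not ranked.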

After hsa_circ_0000073 was silenced, the scatter plot showed there were 1,859 upregulated and 1,848 downregulated genes in MG-63 cells, as well as 2,339 upregulated and 1,255 downregulated genes in Saos-2 cells (Figure 3A). Subsequently, GO analyses showed that downregulated differentially expressed genes (DEGs) were enriched in a diverse cellular component, molecular function, or biological process (Figure 3B). 

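Genes of mitosis had medians below 0 in both lines. Of 70 genes of the mitotic spindle, kinetochore and chromosome segregation, 37 were more than 1.5-fold lower and 0 higher in Saos-2, with a median log2 change of -0.64, which lay below every random list. In MG-63, 17 were lower, 4 higher and 49 neither, with a median of -0.24 at the 0.015 percentile, and 14 were lower in both lines. PTTG1, which encodes securin, changed by -1.69 in MG-63 and -1.33 in Saos-2 on the log2 scale, the cytokinesis gene RACGAP1 by -0.77 and -1.35, the spindle kinase gene AURKA by -0.96 and -0.99, and KIF18A, a kinesin, was higher in MG-63 at 1.00. With limma over both lines, 4 genes fell when adjusted over the list alone and 0 when adjusted over all genes. Of 49 genes of DNA replication, 8 were higher and 4 lower in MG-63, and 4 were higher and 6 lower in Saos-2, and limma called 1 decrease when adjusted over the list alone and 0 over all genes.

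Interferon-stimulated genes had medians below 0 as well. Of 51 measured, 36 were lower and 2 higher in MG-63 (median -0.97), and 19 were lower and 3 higher in Saos-2 (median -0.34, and -0.65 with 18 of 35 lower and 1 higher at a log2 level of at least 6). Both medians lay below every random list, and 11 genes were lower in both lines. USP18 changed by -2.13 in MG-63 and -0.73 in Saos-2, DTX3L by -1.71 and -1.30 and SAMD9L by -2.04 and -0.92, while IFIT1 changed by -2.14 in Saos-2 and -0.11 in MG-63. AURKA, DTX3L and SAMD9L were picked after their values were seen. With limma 12 genes fell when adjusted over the list alone and 0 when adjusted over all genes. Of 9 genes of the interferon receptor and its kinases, only IFNAR2 was past 1.5-fold in MG-63, while 1 was higher and 2 lower in Saos-2, and only IFNAR2, which the study chose on these arrays, fell when adjusted over the list alone, and 0 over all genes.

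Lysosomal genes had a median of -0.13 in MG-63 at the 0.52 percentile, with 6 of 57 lower and 3 higher, and the percentile rose to 2.93 when all probe sets of a gene were averaged. In Saos-2 their median was 0.19, with 10 higher and 3 lower. CTSS was the largest change of the list in both lines, and LIPA, the acid lipase, changed by -1.59 in MG-63. Of 27 genes of the unfolded protein response of the endoplasmic reticulum, 6 were lower and 1 higher in MG-63 (median -0.21, 0.685 percentile, but 4.29 after quantile normalization), and 2 were lower and 6 higher in Saos-2 (median 0.06). EDEM1, which clears misfolded proteins, changed by -1.53 and -1.97. Of 19 genes of cholesterol synthesis, 10 were lower and 0 higher in MG-63 (median -0.63, below every random list), among them DHCR7 at -1.61 and IDI1 at -1.44, whereas 1 was lower and 1 higher in Saos-2 (median 0.17). In each of the lysosome, unfolded protein and cholesterol lists limma called 1 decrease when adjusted over the list alone, and 0 when adjusted over all genes.

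**Figure D2:**
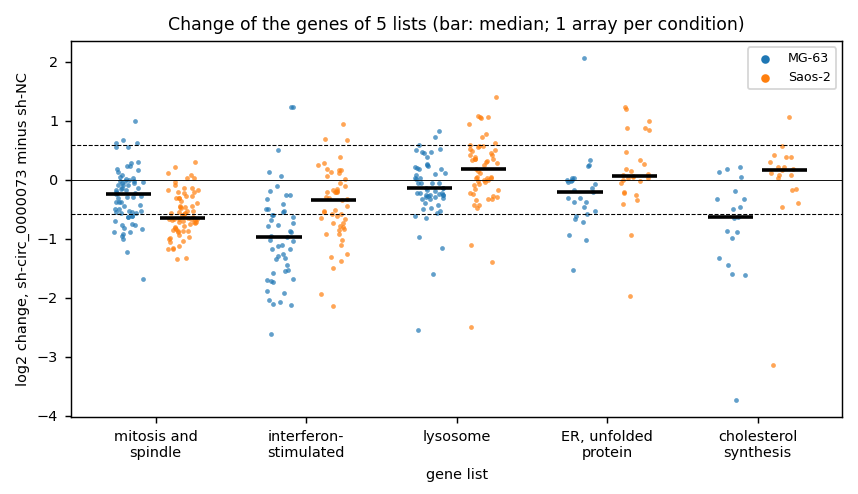
Log2 change with sh-circ_0000073 (vertical) of each gene of 5 lists in MG-63 (blue) and Saos-2 (orange), with 1 array per condition. Black bars are the list medians, -0.64 for mitosis in Saos-2 and -0.97 for interferon-stimulated genes in MG-63, and dashed lines mark 1.5-fold.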

Further KEGG pathways analysis indicated that “pathways in cancer” were one of the major pathways in both two cell lines (Figure 3C). Moreover, the Venn analysis revealed 16 genes in “pathways in cancer” that were co-downregulated in the two cell lines (Figure 3D). 

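The cancer pathway genes as a group went both ways. A list of 408 measured genes of the signalling families that the KEGG map draws together was written from general knowledge, with the genes of Supplementary Table 3 already known, and is not KEGG's own list. In MG-63, 60 of its genes were more than 1.5-fold higher and 41 lower, where random lists matched on level had 46.5 higher (95% of them 35.0 to 59) and 36.8 lower (26 to 48) on average. In Saos-2, 59 were higher and 45 lower, against 49.5 higher (37 to 63) and 27.4 lower (18 to 38) in random lists. The list holds the 16 genes that the study chose on these arrays for being lower, so that its counts of decreases are not independent evidence. The list medians were 0.06 in MG-63 and 0.09 in Saos-2, at the 81.1 and 57.2 percentiles. In both lines 16 genes were higher, among them the oncogene MYC, with log2 changes of 1.75 and 0.68, PIK3R1, a PI3-kinase subunit, with 1.68 and 0.78, and CDK6, a G1 kinase, with 1.08 and 1.37. In both lines 18 were lower, and with the 16 genes of Supplementary Table 3 these were GLI2, a Hedgehog transcription factor, at -0.81 and -1.22, and HSP90B1, a chaperone, at -0.66 and -0.93. The log2 signals of GLI2 in MG-63, 4.96 and 4.15, were under 6, so its change there is less certain. EGFR was higher in MG-63 at 0.59 and lower in Saos-2 at -1.05. MYC, HSP90B1 and EGFR were picked after their values were seen. With limma over both lines, 1 gene rose and 2 fell when adjusted over the list alone, and 0 changed when adjusted over all genes.

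The gene families behind other terms of Figure 3C were measured too. The 400 olfactory receptor genes had a median log2 signal of 3.70, close to the array medians. Of them 13 were higher and 30 lower in MG-63, against 20 higher and 9 lower in Saos-2. Their medians were -0.09 in MG-63, below every random list, and 0.08 in Saos-2, at the 98.7 percentile. A list near background thus reached extreme percentiles too, so a percentile alone does not show regulation. Of 529 zinc finger genes named ZNF, many of which the KEGG term for herpes simplex virus 1 infection holds, 72 were higher and 35 lower in MG-63, and 85 were higher and 15 lower in Saos-2, where the median of 0.15 lay at the 99.995 percentile. limma called 0 genes of either family, adjusted over the list alone or over all genes.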

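All 16 genes of Supplementary Table 3 had lower signals with sh-circ_0000073 in both lines, each by more than 1.5-fold. The decreases ran from 1.55-fold to 4.29-fold in MG-63 and from 1.56-fold to 3.51-fold in Saos-2. PGF, a placental growth factor of the VEGF family, was 4.29-fold lower in MG-63 and 2.58-fold lower in Saos-2. CCNE2, which encodes cyclin E2, was 3.76-fold and 3.51-fold lower, and BIRC2, an inhibitor of apoptosis, 3.03-fold and 3.10-fold lower. HES1, a target of Notch signalling, was 1.61-fold and 2.51-fold lower, IFNAR2, a chain of the type I interferon receptor, 2.01-fold and 2.10-fold, and TGFBR2, a receptor of TGF-β, 1.85-fold in each line. The smallest decrease in MG-63 was that of the Notch ligand JAG2, at 1.55-fold, and in Saos-2 that of the G protein gene GNG10, at 1.56-fold.

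The signals behind these changes ranged widely. CDK4 lay at a log2 signal of 13.89 with sh-NC and 13.23 with sh-circ_0000073 in MG-63, and at 15.42 and 14.69 in Saos-2, whereas GLI1 lay at 4.94 and 4.11 in MG-63 and GNG11 at 5.26 and 4.55 in Saos-2, all under 6. The study chose these genes on the same arrays for being lower, so that their common direction is not independent evidence. All 16 fell when adjusted over the list alone with limma, and 0 when adjusted over all genes. The adjusted p over all genes was 0.23 for CCNE2, with a mean log2 change of -1.86 (standard error 0.26), and ranged from 0.0208 after quantile normalization and 0.0389 at a log2 level of at least 6 to 1 without the line as a block. BIRC2 had 0.32, and 0.0499 after quantile normalization. Among the 418 genes that were more than 1.5-fold lower in both lines, ranked by the smaller of their changes, CCNE2 was at rank 10, BIRC2 at rank 16 and PGF at rank 27, and the rest of the 16 lay between rank 82 and rank 353.

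**Figure D3:**
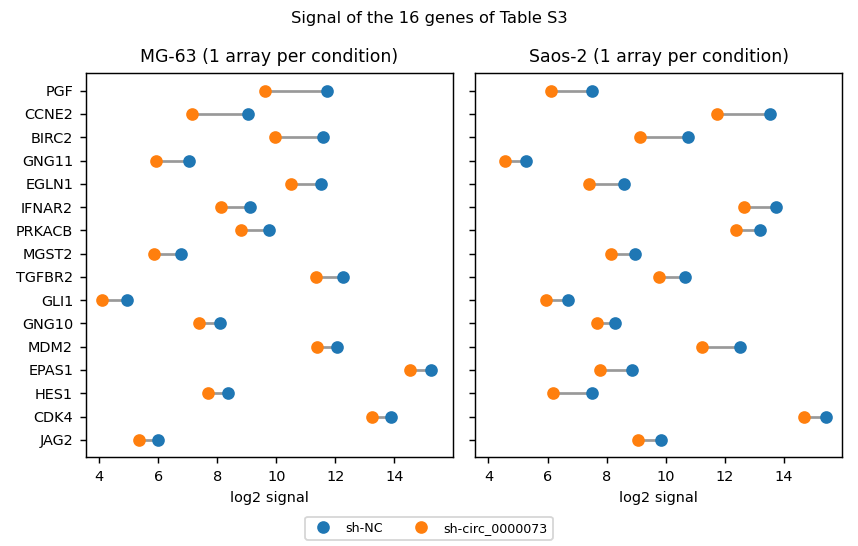
Log2 signal (horizontal) of the 16 genes of Supplementary Table 3 in MG-63 and Saos-2 with sh-NC (blue) and sh-circ_0000073 (orange), 1 array per condition. Each line joins the signals of 1 gene, and the signal with sh-circ_0000073 is the lower of the pair for every gene, as for CCNE2 in MG-63 at 9.05 and 7.14.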

The details are displayed in Supplementary Table 3. 

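Of 22 measured cyclins, kinases and inhibitors of G1 and the G1/S transition, CCNE2 and CDK4 were lower in both lines, and CDK6 was higher in both. In MG-63, 4 of them were higher and 2 lower, and in Saos-2 4 were higher and 4 lower, among them the CDK inhibitor gene CDKN2A at a log2 change of 2.14 in Saos-2. With limma 1 rose and 1 fell when adjusted over the list alone, and 0 changed when adjusted over all genes. Of the 16 genes of Supplementary Table 3, which the study chose for being lower, 2 encode ubiquitin ligases. BIRC2 had log2 changes of -1.60 and -1.63, and MDM2 -0.70 and -1.27. No list of ubiquitin ligase genes was measured as a group.

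Of 17 β and γ subunits of G proteins, GNG10 and GNG11 were lower in both lines, GNG4 was lower in MG-63 at -0.65, GNB5 was lower in Saos-2 at -0.71 and none was higher in either line. Of 26 core genes of PI3K-Akt signalling, 5 were higher and 0 lower in MG-63 (median 0.13), and 4 were higher and 3 lower in Saos-2 (median 0.30). IRS2, an insulin receptor substrate, changed by 1.75 in MG-63 and -1.12 in Saos-2, and PHLPP2, a phosphatase of Akt, by 1.14 and 1.03. Of 32 genes of the hypoxia pathway, 4 were higher and 3 lower in MG-63 and 5 were higher and 7 lower in Saos-2. There ADM, a vasodilator peptide gene, was at 1.88 and BNIP3L at -1.31. Random lists had on average 3.7 higher and 2.9 lower in MG-63, and 4.5 higher and 2.4 lower in Saos-2. Of 27 Hedgehog and Notch genes, 2 were higher and 4 lower in MG-63 and 3 were higher and 9 lower in Saos-2, with PTCH1, the Hedgehog receptor gene, at -1.56. At a log2 level of at least 6, 13 of these genes were left in Saos-2, 8 lower and 1 higher, with a median below every random list. Of 19 genes of the TGF-β pathway, 7 were higher and 3 lower in MG-63 (median 0.35, 99.1 percentile, but 95.8 at a log2 level of at least 6) and 4 were higher and 5 lower in Saos-2 (median 0.24), with TGFBI, a matrix protein, at 2.55 in Saos-2. limma called 0 of the genes in each of the G protein, PI3K-Akt, hypoxia, Hedgehog and Notch, and TGF-β lists when adjusted over the list alone, and 0 when adjusted over all genes. The G1/S, G protein, hypoxia, Hedgehog and Notch, and TGF-β lists hold genes of Supplementary Table 3, whose decreases are not independent evidence. For those 16 genes, the paper proposes a possible link with cell growth and differentiation.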

By GO and KEGG analyses, the co-expressed DEGs were involved in cyclin-dependent protein, ubiquitin-binding, GTPase complex, and PI3K-Akt signaling pathway, which might imply to connect with cell growth and differentiation (Figure 3E). 

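Of the partner genes in Supplementary Table 4, 9 were used here, and none was more than 1.5-fold lower in either line. CCNA2, which encodes cyclin A2, had a log2 signal of 12.87 with sh-NC and 14.06 with sh-circ_0000073 in MG-63, and of 14.56 and 14.19 in Saos-2. CCNE1, the paralog of CCNE2, changed by 1.01 in MG-63 and 0.36 in Saos-2, and the cyclin D1 gene CCND1 by -0.24 and 1.00. CDK2, the kinase that cyclin E binds, changed by -0.18 and -0.45, and the G protein gene GNB4 by -0.24 and -0.14. The list medians were 0.01 in MG-63 and -0.14 in Saos-2, at the 41.6 and 7.26 percentiles. No partner gene changed over both lines with limma, adjusted over the list alone or over all genes.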

PPI network analysis showed the interaction of the 16 co-expressed DEGs and their relational genes (Figure 3F); the details of PPIs are shown in Supplementary Table 4.

**FIGURE 3:**
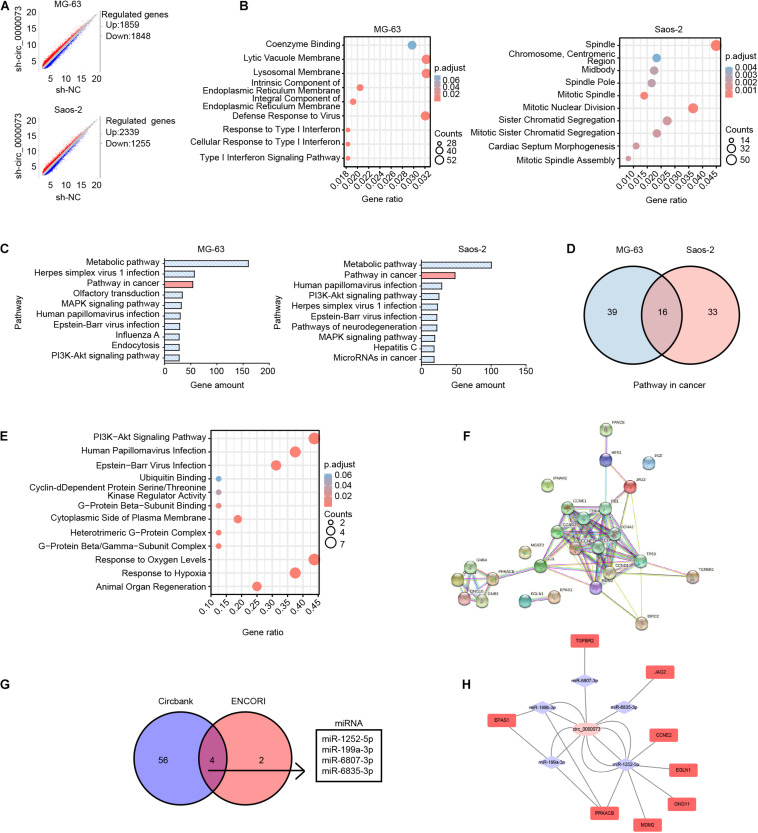
Bioinformatics analysis of DEGs after hsa_circ_0000073 silencing. **(A)** Scatter plot of all DEGs between sh-NC group and sh- circ_0000073. **(B)** GO analyses showed enrichment of down-regulated DEGs. **(C)** KEGG pathways analysis of top 10 pathways. **(D)** Venn analysis revealed amount genes in “pathways in cancer” of two cell lines. **(E)** GO and KEGG analyses displayed enrichment of co-expressed DEGs. **(F)** PPI network analysis showed interaction of co-expressed DEGs as well as relational genes. **(G)** Databases predicted four miRNAs shared with hsa_circ_0000073. **(H)** ceRNA network displayed relationship among hsa_circ_0000073, miRNA, and target genes collected by co-expressed DEGs in “pathway in cancer.”

Considering circRNAs are important in competing endogenous RNA networks, we searched the databases and found four miRNAs with several potential binding sites of hsa_circ_0000073 in circBank and ENCORI (Figure 3G). 

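Of the genes that Figure 3H ties to miR-1252-5p, CCNE2 had the largest decrease in both lines. Behind it, GNG11 was 2.19-fold lower in MG-63 and 1.64-fold in Saos-2, the prolyl hydroxylase gene EGLN1 2.01-fold and 2.27-fold, the protein kinase A gene PRKACB 1.95-fold and 1.75-fold, and MDM2 1.62-fold and 2.41-fold. MDM2 was thus the least lowered of the 5 in MG-63, and GNG11 in Saos-2. The medians of these 5 genes were -1.01 and -1.18, which lay at the 0.035 percentile in MG-63 and below every random list in Saos-2. The study selected them among genes already lower on these arrays, so that these percentiles are not independent evidence. Nor are the 5 of 5 that fell when adjusted over the list alone, and 0 fell when adjusted over all genes. Of the targets of other miRNAs in the network, EPAS1, a hypoxia-inducible factor, was 1.62-fold lower in MG-63 and 2.11-fold lower in Saos-2. The miRNAs themselves were not analysed here.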

The ceRNA network analysis displayed the relationship among hsa_circ_0000073, miRNA, and target genes collected by co-expressed DEGs in “pathway in cancer” (Figure 3H). To sum up, based on bioinformatics, we made a potential ceRNA network of hsa_circ_0000073 that pointed out the direction for further research.

### miR-1252-5p Combined With hsa_circ_0000073 and Suppressed Osteosarcoma Progression

Subsequently, we checked the expression of the four miRNAs after the knockdown of hsa_circ_0000073. The results of qRT-PCR uncovered that miR-1252-5p was significantly upregulated by hsa_circ_0000073 repression and was lowly expressed in OS cells (Figures 4A–C). Moreover, the binding between miR-1252-5p and hsa_circ_0000073 was further verified by the luciferase assay (Figure 4D). Thus, we chose miR-1252-5p for further study and designed the effective mimics and sponge of it (Supplementary Figure 1). Functionally, we further investigated the role of miR-1252-5p in OS progression, which found that miR-1252-5p could inhibit the carcinoma progression in proliferation, migration, invasion, and cell cycle (Figures 4E–I). Taken together, our study found and supported that miR-1252-5p could combine with hsa_circ_0000073 and suppresses the malignant behavior of OS cells.

**FIGURE 4:**
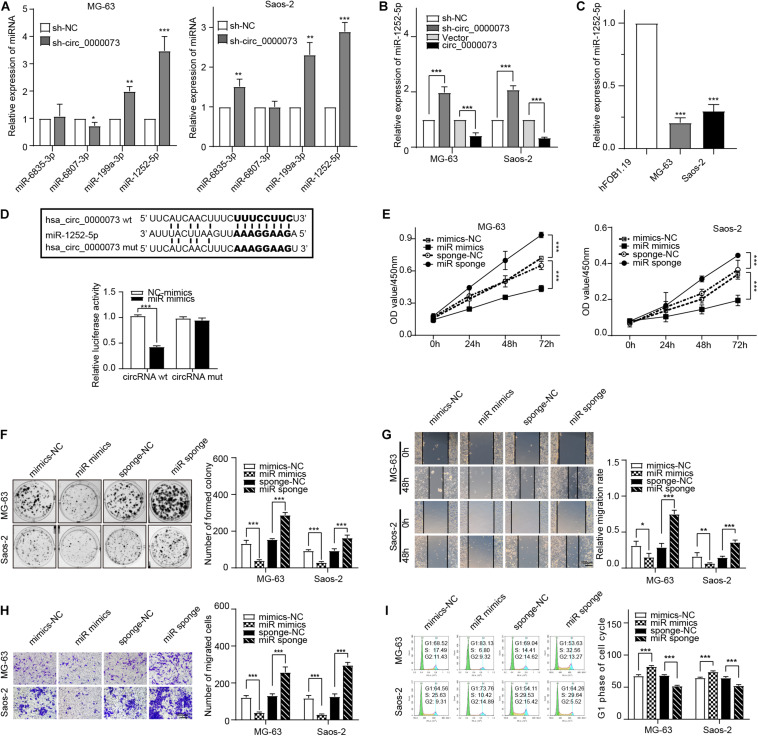
hsa_circ_0000073 targets miR-1252-5p to promote OS progress. **(A)** qRT-PCR examined expression of four candidate miRNAs after hsa_circ_0000073 silencing. **(B)** qRT-PCR measured expression of miR-1252-5p in MG-63 and Saos-2 cells after overexpression or knockdown of hsa_circ_0000073. **(C)** qRT-PCR confirmed lower expression level of miR-1252-5p in OS cells. **(D)** Luciferase reporter assay confirmed relationship between hsa_circ_0000073 and miR-1252-5p in HEK293 cells. **(E,F)** CCK-8 and clone formation assays showed miR-1252-5p inhibited cell proliferation in OS cells. **(G,H)** Wound-healing and transwell assays revealed miR-1252-5p restrained migration and invasion ability in OS cells with regulation, magnification, ×200. **(I)** Flow cytometry analysis indicated upregulation of miR-1252-5p induced S phase arrested in OS cells whereas downregulation of reductions. Data were presented as mean ± SD. *P < 0.05, **P < 0.005, ***P < 0.001.

### hsa_circ_0000073 Sponging miR-1252-5p and Upregulated CCNE2 and MDM2 Expression

Next, based on the ceRNA network predicted by bioinformatics, the five genes related to miR-1252-5p were selected for further investigation, which found CCNE2 and MDM2 were the most dramatically downregulated genes by hsa_circ_0000073 silencing (Figure 5A). The further results of qRT-PCR and Western blot (WB) assay confirmed that hsa_circ_0000073 silencing observably downregulated the expression of CCNE2 and MDM2, whereas its overexpressing plasmid was the opposite (Figures 5B,C). Besides, we revealed that CCNE2 and MDM2 were dramatically increased in the OS cells and could be regulated by miR-1252-5p (Figures 5D–F). Furthermore, luciferase assay and RIP assays also confirmed the binding among hsa_circ_0000073, miR-1252-5p, CCNE2, or MDM2 (Figures 5G,H). Thus, we chose CCNE2 and MDM2 for further study and designed the effective shRNAs (Supplementary Figure 2). Moreover, the WB data validated that hsa_circ_0000073-overexpressed could upregulate the expression of CCNE2 and MDM2, and this upregulation could be attenuated by miR-1252-5p-overexpressed, CCNE2-silenced, or MDM2-silenced (Figures 5I,J). Collectively, our findings suggested that hsa_circ_0000073 could affect the expression of CCNE2 and MDM2 by regulating miR-1252-5p.

**FIGURE 5:**
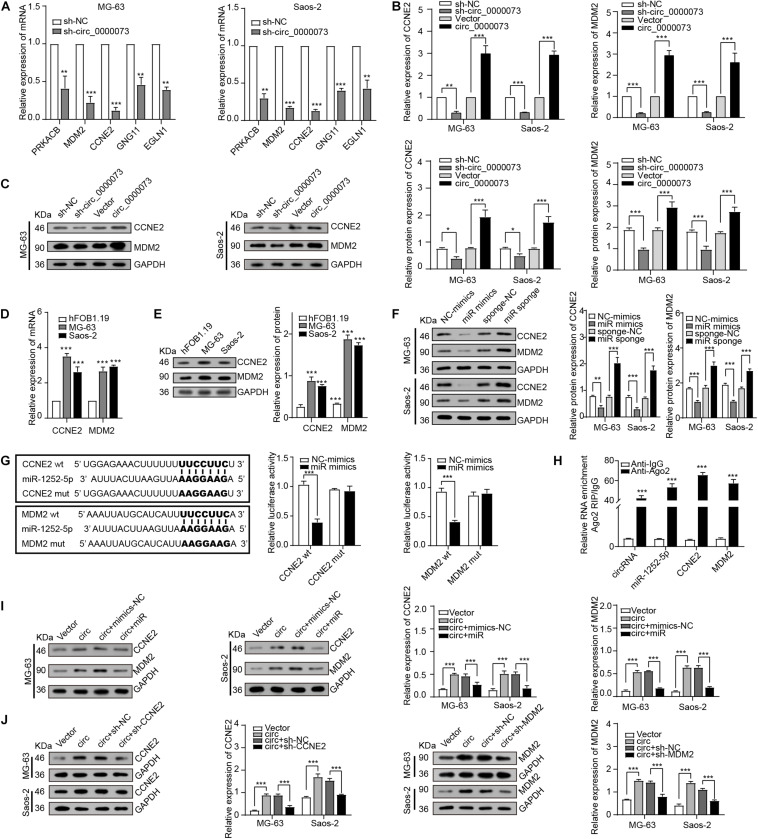
hsa_circ_0000073 regulated expression of CCNE2 and MDM2 through miR-1252-5p. **(A)** qRT-PCR determined expression of five candidate genes after hsa_circ_0000073 silencing. **(B,C)** qRT-PCR and WB assays assessed expression of CCNE2 and MDM2 in OS cells with hsa_circ_0000073 regulation. **(D,E)** qRT-PCR and WB assays confirmed expression level of CCNE2 and MDM2 was higher in OS cells. **(F)** WB verified impacts of miR-1252-5p on CCNE2 and MDM2 expression in OS cells. **(G,H)** Luciferase reporter assay and RIP assays confirmed relationship among hsa_circ_0000073, miR-1252-5p, CCNE2, and MDM2 in HEK293 cells. **(I,J)** WB revealed rescue ability of miR-1252-5p, CCNE2, and MDM2 on overexpressed-hsa_circ_0000073 in MG-63 and Saos-2 cells. Data were presented as mean ± SD. *P < 0.05, **P < 0.005, and ***P < 0.001.

### hsa_circ_0000073 Enhanced the Malignant Behavior of Osteosarcoma Cells by Targeting miR-1252-5p/CCNE2 and MDM2 Axis

Functionally, rescue experiments were performed to explore whether hsa_circ_0000073 could participate in the progress of OS by sponging miR-1252-5p and regulating CCNE2 or MDM2 expression. The data of CCK-8, colony formation, transwell, wound-healing, and cell cycle assays verified that miR-1252-5p mimics, sh-CCNE2, or sh-MDM2 could reverse the malignant behavior caused by hsa_circ_0000073 overexpression in OS cells (Figures 6A–E). Overall, our results proved that hsa_circ_0000073 regulated CCNE2 or MDM2 through miR-1252-5p.

**FIGURE 6:**
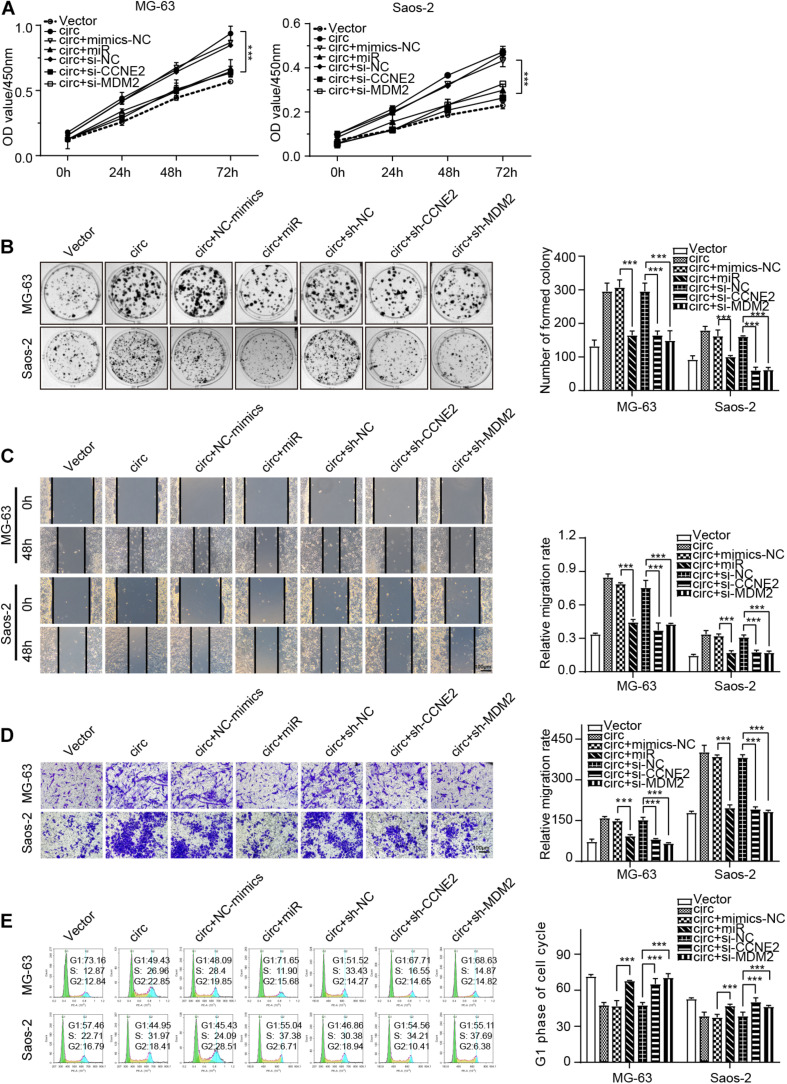
hsa_circ_0000073 enhanced malignant behavior of OS cells by targeting miR-1252-5p and regulating CCNE2 and MDM2. **(A,B)** CCK-8 and colony formation assays demonstrated that overexpressed-miR-1252-5p, silenced-CCNE2, or MDM2 restored growth promotion induced by hsa_circ_0000073 overexpression. **(C,D)** Wound-healing and transwell assays evaluated cell migration and invasion in indicated groups, magnification, ×200. **(E)** Flow cytometry assay determined cell cycle under diverse conditions. Data were presented as mean ± SD ***P < 0.001.

### hsa_circ_0000073 Promotes the Tumorigenesis Through Sponging miR-1252-5p and Modulating CCNE2 and MDM2 Expression *in vivo*

A xenograft tumor model showed that the tumors derived from the cells transfected sh-hsa_circ_0000073 weighed less and grew more slowly than the control group (Figure 7A). Next, qRT-PCR confirmed the expression of miR-1252-5p was upregulated by hsa_circ_0000073 knockdown (Figure 7B). Meanwhile, the results of WB and immunohistochemistry showed that hsa_circ_0000073 silencing markedly reduced the expression of CCNE2 or MDM2 in tumor tissues (Figures 7C,D). To summarize, hsa_circ_0000073 enhances osteosarcoma cells’ malignant behavior by sponging miR-1252-5p and modulating CCNE2 and MDM2 (Figure 7E).

**FIGURE 7:**
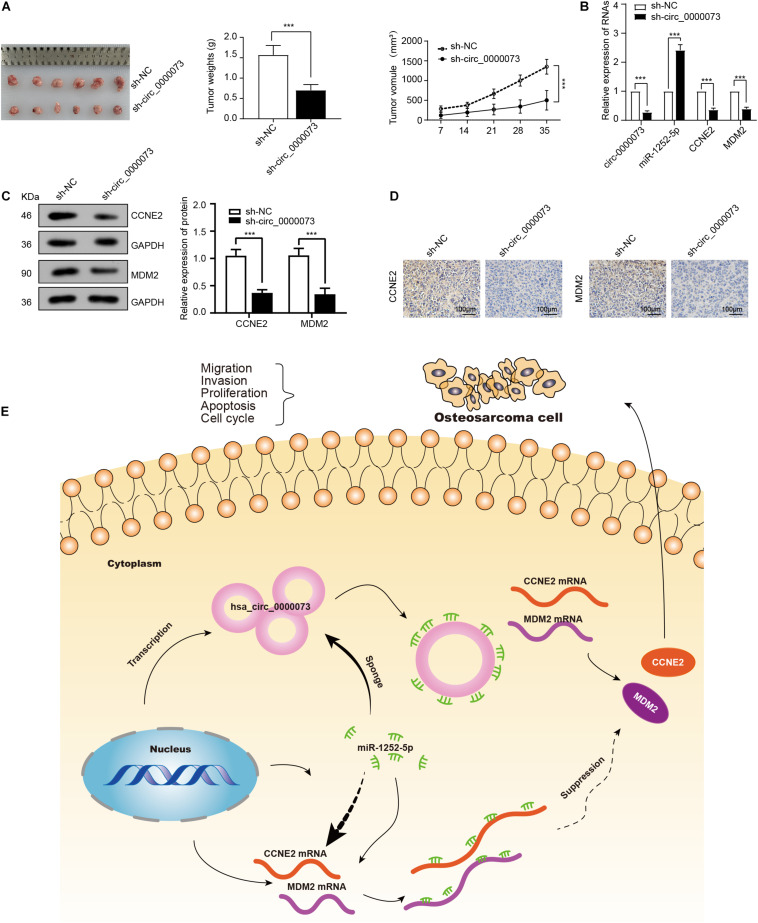
Knockdown of hsa_circ_0000073 represses tumor growth through sponging miR-1252-5p and regulating CCNE2, and MDM2 *in vivo*. **(A)** Images, weight and growth curve of tumors after transfection with sh- hsa_circ_0000073 or sh-NC. **(B)** qRT-PCR determined expression of hsa_circ_0000073, miR-1252-5p, CCNE2, and MDM2 in tumors collected earlier. **(C,D)** WB and immunohistochemistry evaluated expression of CCNE2 and MDM2 when hsa_circ_0000073 was silenced, magnification, ×200. **(E)** Schematic illustration of final regulatory circuit among hsa_circ_0000073, miR-1252-5p, CCNE2, and MDM2. Data were presented as mean ± SD ***P < 0.001.

## Discussion

Circular RNAs are an interesting class of RNA that do not have free ends. This special structure gives them excellent stability. An *in vitro* study of 60 circRNAs confirmed that most circRNAs have longer half-lives than linear RNAs (Enuka et al., 2016). Their high stability, abundance, and many other characteristics make them become the potential to be an ideal target for clinical intervention (Jeck et al., 2013). Currently, emerging evidence has demonstrated that they have been involved in multiple types of cancer and have great potentiality in regulating malignant tumor occurrence and development. For example, hsa_circ_0061825 could promote breast cancer progression, circ_SMAD4 contributes to gastric carcinogenesis, and circRNA-002178 acts as the tumor promoter in lung adenocarcinoma (Pan et al., 2020; Wang J. et al., 2020; Wang et al., 2021). Moreover, studies have found that different circRNAs have been shown to exhibit different effects and may act as the cancer-promoting or anticancer role in cancers. Such as in hepatocellular carcinoma, circTRIM33-12 could inhibit the progression, and circ_0008305 contributes to tumorigenesis (Zhang P. F. et al., 2019; Yan et al., 2021). However, the role of circRNAs in OS remains unclear. In this paper, we analyzed the most upregulated circRNAs in OS cell lines from GSE96964 and focused on the role and underlying mechanism of hsa_circ_0000073.

Based on our results, we verified hsa_circ_0000073 was highly expressed in OS cells and acted as an essential promotion factor in OS cells. Previously, Li X. et al. (2020) reported that hsa_circ_0000073 could enhance the proliferative, migrative, and invasive abilities of OS cells, which is also observed in our work. However, for the first time, our study revealed that the S phase of OS cells could arrest by hsa_circ_0000073 silencing. To explore the complex underlying mechanisms, we used the Affymetrix Gene Chip to analyze the DEGs after transfected sh-hsa_circ_0000073 in MG-63 and Saos-2 cells. Considering bioinformatics approaches are critical for handling and analyzing the deluge of information, bioinformatics analysis was performed to improve the accuracy of predicting target genes in our study. KEGG pathways analysis revealed that 16 DEGs were co-downregulated by hsa_circ_0000073 silencing in MG-63 and Saos-2 cell lines in “pathways in cancer.” It is widely accepted that circRNAs are important in ceRNA networks. In OS, previous studies have reported that circ_0000337, hsa_circ_0136666, and hsa_circ_0032463 act as ceRNA contribute to OS progression (Fang and Long, 2020; Zhang et al., 2020; Qin and Wu, 2021). In our study, we searched the databases and found four miRNAs with several potential binding sites of hsa_circ_0000073 and created a potential ceRNA network among hsa_circ_0000073, 4 miRNAs, and the 16 target genes identified earlier.

Next, we deeply investigate the miRNAs with binding sites of hsa_circ_0000073, which found miR-1252-5p was regulated by hsa_circ_0000073 and was lowly in OS cells. Emerging researches have shown that miRNAs could function as a carcinogen or tumor suppressor involved in cancer progression (Song et al., 2019; Zhang L. et al., 2019). Indeed, miR-1252-5p has been verified to suppress cell proliferation and migration in several cancers (Gu and Liu, 2020; Chen et al., 2021). However, the role of miR-1252-5p in OS is unclear. In this paper, we first observed miR-1252-5p could suppress the malignant behavior of OS cells.

Subsequently, after knockdown of hsa_circ_0000073, the marked downregulation in messenger RNA and protein expression of two cancer-related genes, CCNE2 and MDM2, was verified by qRT-PCR and WB. Moreover, our data also demonstrated that CCNE2 and MDM2 have a higher expression level in MG-63 and Saos-2 cells than hFOB 1.19 cells. As previously reported, CCNE2, which is frequently observed in proliferation, or migration in various kinds of cancers, is one of the two regulatory subunits of cyclin-dependent kinase 2 and could regulate the progression from G1 to S phase in cells (Sonntag et al., 2018; Sun et al., 2020; Wu D. et al., 2020). On the other hand, several studies have confirmed that MDM2 has oncogenic properties, and targeted MDM2 is an especially attractive therapeutic strategy (Egorova et al., 2020; Konopleva et al., 2020). Here, we also observed CCNE2 and MDM2 could enhance the development of OS and could be regulated by hsa_circ_0000073. It suggested that hsa_circ_0000073 may prompt the progression of OS by sponging miR-1252-5p and modulating CCNE2 and MDM2 simultaneously.

However, although we have several preliminary findings to indicate the significance of hsa_circ_0000073/miR-1252-5p/CCNE2 or MDM2 axis in regulating OS progression, these conclusions were based on the responses of cell lines and mice. In the future, we believe that the clinical relevance and more animal experiments such as the survival curve and reverse experiment should be enrolled in our study. Also, more molecules and pathways working with hsa_circ_0000073 needed to be deeply investigated.

## Conclusion

Our study confirms the key role of hsa_circ_0000073 in the regulation of malignant tumor behavior in OS cells, including proliferation, migration, invasion, and cell cycle *in vitro* as well as tumorigenesis *in vivo*. On the mechanisms, we first uncover hsa_circ_0000073 functions as a miR-1252-5p sponge and then affect CCNE2 and MDM2 expression, which providing a potential target for clinical treatment or prognosis of OS in the future.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO database and assigned GEO accession numbers as GSE176373.

## Ethics Statement

This work was approved by the Animal Ethics Committee of the Guizhou Provincial People’s Hospital.

## Author Contributions

XT, ZY, and ZR conceived and designed the experiments. ZR, QY, and JG performed the experiments. BL and ZY performed the statistical analysis. ZR and HH wrote the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 qRT-PCR analyzed the efficiency of miR-1252-5p mimics and sponge.

Supplementary Figure 2 qRT-PCR and WB detected the knockdown effects of sh-CCNE2 and sh-MDM2.

# Supplementary material for: Circular RNA hsa_circ_0000073 Enhances Osteosarcoma Cells Malignant Behavior by Sponging miR-1252-5p and Modulating CCNE2 and MDM2
**Source:** Front Cell Dev Biol. 2021 Sep 9;9:714601. doi: 10.3389/fcell.2021.714601
**Supplement:** Supplementary file 3

**Table S1. Sequences of shRNAs**

| shRNAs | Sequence (5'->3') |
| --- | --- |
| sh-hsa_circ_0000073-1 | GCUGCAAAGGGGCAUAAGGAATT |
| sh-hsa_circ_0000073-2 | [GCUUGCUGCAAAGGGGCAUAATT](http://blast.ncbi.nlm.nih.gov/Blast.cgi?PROGRAM=blastn&PAGE_TYPE=BlastSearch&LINK_LOC=blasthome&QUERY=%3ehsa_circ_0000073-siRNA2%0AGCTTGCTGCAAAGGGGCATAA&DATABASE=nr&EQ_MENU=Homo%C2%A0sapiens%C2%A0(taxid:9606)) |
| sh-CCNE2-1 | GGAACAAGUGAUUUCUCCAGAUUUA |
| sh-CCNE2-2 | AGGAGAGCAGAUAUGUUCAUGACAA |
| sh-MDM2-1 | GAGAUUUGUUUGGCGUGCCAAGCUU |
| sh-MDM2-2 | GAGUUUGUUGGGCGUCCAAGUACUU |
| sh-NC | UUCUCCGAACGUGUCACGUTT |

# Supplementary material for: Circular RNA hsa_circ_0000073 Enhances Osteosarcoma Cells Malignant Behavior by Sponging miR-1252-5p and Modulating CCNE2 and MDM2
**Source:** Front Cell Dev Biol. 2021 Sep 9;9:714601. doi: 10.3389/fcell.2021.714601
**Supplement:** Supplementary file 4

**Table S2. Primer sequences for qRT-PCR**

| Primers | Sequence (5'->3') |
| --- | --- |
| hsa_circ_0000073 | Forward TGTGCCAGTGGATACAGTCT |
|  | Reverse TCCTTATGCCCCTTTGCAGC |
| CCNE2 | Forward TCAAGACGAAGTAGCCGTTTAC |
|  | Reverse TGACATCCTGGGTAGTTTTCCTC |
| MDM2 | Forward GGTGCTGTAACCACCTCACA |
|  | Reverse TGGCACGCCAAACAAATCTC |
| GAPDH | Forward ATGACATCAAGAAGGTGGTGAAGCAGG |
|  | Reverse GCGTCAAAGGTGGAGGAGTGGGT |
| miR-1252-5p | Forward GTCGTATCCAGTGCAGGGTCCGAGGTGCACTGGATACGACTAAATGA |
|  | Reverse TGCGGAGAAGGAAATTGAATTCA |
| U6 | Forward  GCTCGCTTCGGCAGCACA |
|  | Reverse  AACGCTTCACGAATTTGCGTG |

# Supplementary material for: Circular RNA hsa_circ_0000073 Enhances Osteosarcoma Cells Malignant Behavior by Sponging miR-1252-5p and Modulating CCNE2 and MDM2
**Source:** Front Cell Dev Biol. 2021 Sep 9;9:714601. doi: 10.3389/fcell.2021.714601
**Supplement:** Supplementary file 5

**Table S3. Fold change of mRNA in different cells △**

| Probe set | Gene | Description | Fold change | |
| --- | --- | --- | --- | --- |
|  | Symbol |  | MG-63 | Saos-2 |
| TC1100013088.hg.1 | BIRC2 | baculoviral IAP repeat containing 2 | 3.031 | 3.095 |
| TC0800011148.hg.1 | CCNE2 | cyclin E2 | 3.758 | 3.506 |
| TC1200010977.hg.1 | CDK4 | cyclin-dependent kinase 4 | 1.58 | 1.659 |
| TC0100017730.hg.1 | EGLN1 | egl-9 family hypoxia-inducible factor 1 | 2.014 | 2.166 |
| TC0200007458.hg.1 | EPAS1 | endothelial PAS domain protein 1 | 1.625 | 2.114 |
| TC1200007882.hg.1 | GLI1 | GLI family zinc finger 1 | 1.778 | 1.682 |
| TC0900012160.hg.1 | GNG10 | guanine nucleotide binding protein (G protein), gamma 10 | 1.636 | 1.558 |
| TC0700008351.hg.1 | GNG11 | guanine nucleotide binding protein (G protein), gamma 11 | 2.189 | 1.636 |
| TC0300009916.hg.1 | HES1 | hes family bHLH transcription factor 1 | 1.613 | 2.514 |
| TC2100008494.hg.1 | IFNAR2 | interferon (alpha, beta and omega) receptor 2 | 2.014 | 2.099 |
| TC1400010796.hg.1 | JAG2 | jagged 2 | 1.548 | 1.729 |
| TC1200008116.hg.1 | MDM2 | MDM2 proto-oncogene, E3 ubiquitin protein ligase | 1.625 | 2.412 |
| TC0400008813.hg.1 | MGST2 | microsomal glutathione S-transferase 2 | 1.905 | 1.741 |
| TC1400009705.hg.1 | PGF | placental growth factor | 4.287 | 2.585 |
| TC0100008874.hg.1 | PRKACB | protein kinase, cAMP-dependent, catalytic, beta | 1.945 | 1.753 |
| TC0300006925.hg.1 | TGFBR2 | transforming growth factor beta receptor II | 1.853 | 1.853 |

△sh-hsa_circ_0000073 group VS sh-NC group

# Supplementary material for: Circular RNA hsa_circ_0000073 Enhances Osteosarcoma Cells Malignant Behavior by Sponging miR-1252-5p and Modulating CCNE2 and MDM2
**Source:** Front Cell Dev Biol. 2021 Sep 9;9:714601. doi: 10.3389/fcell.2021.714601
**Supplement:** Supplementary file 6

**Table S4. Protein-protein interactions**

How the deposited data were processed for this re-analysis (not part of the article)

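Gene expression in 2 osteosarcoma cell lines, MG-63 and Saos-2, was compared between a control short hairpin RNA (sh-NC) and sh-circ_0000073, with 4 arrays, 1 per condition. The authors extracted total RNA and used a GeneChip WT Pico Reagent Kit. They made log2 signals per probe set with Affymetrix Expression Console, as the submitters' processing notes name it. The deposited log2 values have medians of 3.74, 3.75, 3.74 and 3.75 over 135750 probe sets, for MG-63 sh-NC, MG-63 sh-circ_0000073, Saos-2 sh-NC and Saos-2 sh-circ_0000073. The version, the summarisation and the background correction are not given in the sources used here. Samples were grouped by their labels, and every column of the table belonged to a sample. The labels hold no replicate within a line.

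Probe sets were named by the platform annotation, with symbols updated by Entrez ID or by unique synonyms in a RefSeq gene table of assembly GRCh38.p14, which changed 623 names. No coordinates are given, because the build behind the array design is not named. 36176 probe sets carried 1 symbol, 1119 several and 98455 none here. Only those with 1 symbol were used, and for gene lists and ranks the probe set with the highest mean stood for each of 33458 genes. Some genes were not analysed here because they share a probe set with another symbol or have no row.

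A change is the log2 signal with sh-circ_0000073 minus that with sh-NC. Within a line a fixed size of 1.5-fold was used, with no p-value. Over both lines limma 3.58.1 in R 4.3.3 was fitted with the line and the short hairpin RNA as terms, with a mean-variance trend and Benjamini-Hochberg adjustment at 0.05. Lists were compared with 10000 random lists matched in 20 bins of mean level, by the place of their median and by counts past 1.5-fold, as a description of these arrays. Overlaps were set beside the product of the list sizes over the number of probe sets, also within those bins. The remaining steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. On simulated arrays with 36176 genes, limma called 100 of 100 genes raised by a log2 change of 4, 86 of 100 raised by 2, and 16 of 35976 unchanged genes. The 200 raised genes had a mean log2 level of at least 6 and the same true change in both lines. Raising so many at once eases the adjusted threshold. On the real arrays SC5D, with a mean log2 change of -3.44, was not called in the main fit (adjusted p = 0.0856 from limma). These shares therefore do not give the power on the real arrays, and do not hold for dimmer genes or for changes that differ between the lines. Of 100 random lists of 50 genes, 5 lay outside the 2.5 to 97.5 percentiles. All 100 lists lowered by 0.6, drawn from genes of that level, lay under the 2.5 percentile.

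The named genes, the gene lists and the alternatives were fixed before the data were examined, except for the added alternatives that the closing section names, but the values of the paper's tables had been seen. Named are the genes of Supplementary Tables 3 and 4, the 8 largest increases and decreases per line and in both lines at a log2 level of at least 6, the up to 4 members of each list with the largest change, and genes that check the lines. Left out of the 8 largest were symbols starting with LOC, LINC, MIR, SNOR, IG and similar prefixes, antisense symbols, XIST and Y chromosome genes. AURKA, DTX3L, SAMD9L, MYC, EGFR and HSP90B1 are named outside this rule and were chosen after their values were seen. The lists cover the 16 genes of Supplementary Table 3, the 5 genes tied to miR-1252-5p, the partner genes, cancer pathways, mitosis, DNA replication, G1/S regulators, interferon-stimulated genes, interferon receptor signalling, lysosome, unfolded protein response, hypoxia, PI3K-Akt, G protein subunits, Hedgehog and Notch, TGF-β, migration and invasion, osteoblast matrix, cholesterol synthesis, ribosomal proteins, respiratory chain, microRNA pathway, replication histones, immune markers, epithelial markers, line checks, olfactory receptors and zinc finger genes, and 1 further list is not reported here. The alternatives were other sets of probe sets, centring, quantile normalization, a level minimum, a 2-fold threshold and other limma settings. The search for seed sites of miR-1252-5p and of the short hairpin RNA was not run, because no transcript sequences were used here.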

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

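The tests on interferon genes and on dim probe sets below were chosen after the result was seen. For the Saos-2 offset, a first test, the ratio of increases to decreases after centring in level bins, gave 0.95, which its rule read as fitting an offset. It was dropped after that result, because centring removes a real shift as well. The test printed below replaced it. Its prediction was written before its result was seen, but the median change of all unnamed probe sets in Saos-2, 0, had been seen.

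Genes outside those the paper discusses differed by a log2 value of at least 2 in both lines. The mean changes were -3.44 for SC5D, -3.21 for COMMD6, -3.01 for GOLM2, -2.85 for GPR180, -2.52 for CTSS and -2.25 for SNRPC, and 2.61 for SGK1 and 2.42 for CYP1B1. A single short hairpin RNA was arrayed, so loss of the circular RNA and other effects of that hairpin were not separated.

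Some genes differed in opposite directions in the lines, a difference that was not tested. BAMBI, an inhibitor of TGF-β signalling, was at 2.89 in MG-63 and -1.85 in Saos-2, XKR8 at 2.84 and -0.65, and ROS1 at -0.68 and 3.99. The signals of ROS1 in MG-63, 3.99 and 3.31, are near the array medians, and those of XKR8 in Saos-2, 5.11 and 4.46, are under 6, so that the direction of these 2 genes in those lines is uncertain. The olfactory receptor list had medians of -0.09 in MG-63 and 0.08 in Saos-2, at signals near background.

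The median of the interferon-stimulated genes was below 0 in MG-63, with 36 of 51 lower, 2 higher and 13 neither. Noise of dim probe sets is argued against because 50 of the 51 members had a log2 level of at least 6 in MG-63. Their median of -0.99, below every random list, nearly restates that of the full list. A constant scaling difference is argued against by the median change of 0.02 over all named probe sets in MG-63, against -0.97 in the list. Centring subtracts that constant, so its list median of -0.99 was fixed beforehand and is no further test. After quantile normalization the list median was -1.01. An interferon response to the sh-NC transfection cannot be told apart from a decrease by sh-circ_0000073, because the list's median log2 signal of 14.29 on the MG-63 sh-NC array has no untransfected array to be set against. IFNB1 was higher, not lower, with sh-circ_0000073 in MG-63 at 3.28.

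Saos-2 had more increases than decreases among named probe sets. An offset of the arrays that depends on signal would shift unnamed probe sets of the same level alike. At a mean log2 signal of at least 8 the median change in Saos-2 was 0.14 over 7936 named probe sets. Over 4776 unnamed ones it was 0.03 (bootstrap standard error 0.0057), as predicted without such an offset. The 2 kinds were not matched further on level, and the standard error covers the spread of probe sets, not of arrays. In MG-63 the order was the other way, at 0.05 for named and 0.12 for unnamed ones, so that the 2 kinds of probe set differed there too. The test therefore cannot decide on an offset, since the 2 kinds may not move alike. Among named probe sets the Saos-2 median was 0.03 at a mean log2 signal under 4 and 0.16 from 10 to 13. In MG-63 these medians were 0 and 0.03. An offset stays open, and so does a difference between kinds of transcript or probe, technical or biological, which was not tested.

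The changes of the lines were little shared. Noise of dim probe sets may account for part of this, since r between the lines was 0.0039 across 14786 probe sets with a mean log2 signal under 4 and 0.39 across 1713 of at least 13. Probe sets with a mean under 6 gave 47.2% of the changes past 1.5-fold in MG-63 and 42.9% in Saos-2. Different responses of the lines stay open and were not tested, because no line has replicate arrays.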

How the results depend on the processing

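The protein-coding settings, the centring in level bins and the cancer pathway list without the 16 genes were chosen after seeing the data. The last is not read as a test, because removing genes chosen for being lower takes out decreases by construction. The 16 genes of Supplementary Table 3 were lower by more than 1.5-fold in both lines under centring, quantile normalization and averaging of probe sets, and all but 1 of them in MG-63 when protein-coding genes were centred in level bins. Counts are given as increases and decreases in MG-63, then in Saos-2, then in both lines, and only where they moved by over 1.5 times. They were 10586 and 8874, 8921 and 7747, 1318 and 1105 over all probe sets, 1889 and 1487, 2044 and 1132 in the lines at a log2 level of at least 6, 739 and 632, 707 and 470, 69 and 91 at 2-fold, and 553 and 468, 558 and 376, 67 and 89 at 2-fold with that level. Protein-coding genes gave 1673 and 1694, then 2143 and 1160, and probe sets that hold a protein-coding gene 1749 increases in MG-63 and 1197 decreases in Saos-2. Protein-coding genes centred in level bins gave 1606 increases in MG-63, 1533 in Saos-2 and 330 in both. Fewer probe sets or a higher threshold give fewer by construction. Centring left 52.4% of the Saos-2 changes as increases.

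limma called 3 increases and 5 decreases with robust variances, 14 and 17 at a log2 level of at least 6, where fewer genes are tested, and 15 and 25 after quantile normalization, and 0 without the trend, without the line as a block, after centring and over all probe sets. The cause was not tested. Leaving out an array leaves no residual degree of freedom, so no test and only the fold changes of the remaining line. The correlation of the lines was 0.25 at that level and 0.0568 over all probe sets.

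The medians of the lists on mitosis, interferon and cancer pathways moved by more than the spread of random lists as follows. After quantile normalization mitosis was at -0.31 in MG-63 and -0.72 in Saos-2, interferon-stimulated genes at -0.44 in Saos-2, and cancer pathways at 0.0063 and 0.059. At a log2 level of at least 6, interferon-stimulated genes were at -0.65 and cancer pathways at 0.15 in Saos-2, the latter at 0.03 after centring. Of 201 medians of other lists under these settings, 21 moved, 12 of them at that level, where lists hold fewer genes. Only 1 of the medians that had an extreme percentile changed sign, that of the olfactory receptors, but several of the rest did, such as that of the osteoblast genes in Saos-2. The largest move was that of Hedgehog and Notch in Saos-2, at -0.75 with 13 genes. The olfactory receptors turned to -0.07 in Saos-2 with 3 genes left, and the zinc finger genes were at 0.14 in MG-63 (99.0 percentile) and 0.29 in Saos-2. The cause was not tested. The seed site search and its alternatives were not run. Dim signals limit precision, since about 33% of named probe sets reached a log2 signal of 6.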

Differences from the paper's values

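The paper's thresholds are a fold change and a P, of which only the fold was used here. For genes more than 1.5-fold higher in MG-63 the paper gives 1859, and 3230 were counted. Of the alternatives set before the data were examined, a log2 level of at least 6, with 1889, came within 1.5 times of the paper's count, and all probe sets, 1 probe set per gene, centring, quantile normalization and both 2-fold settings did not. For genes more than 1.5-fold lower in Saos-2 the paper gives 1255, and 1889 were counted. Here 1 probe set per gene, with 1734, and a log2 level of at least 6, with 1132, came within 1.5 times, and all probe sets, centring, quantile normalization and both 2-fold settings did not. Probe sets that hold a protein-coding gene, chosen after seeing the values, gave 1749 increases and 1757 decreases in MG-63 and 2245 and 1197 in Saos-2, all within 1.5 times of the paper's 1859, 1848, 2339 and 1255. This choice drops 0 of the 16 genes of Supplementary Table 3.

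Of the 32 fold changes of Supplementary Table 3, which the paper prints as positive numbers for decreases, 31 were within 0.001 of the values computed here. EGLN1 in Saos-2 is 2.166 in the paper and 2.27 here.

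The paper states from Figure 5A that CCNE2 and MDM2 were lowered most of the genes tied to miR-1252-5p. On the arrays this order held in Saos-2, at log2 changes of -1.81 and -1.27, whereas in MG-63 CCNE2 was lowered most, at -1.91, and MDM2 least, at -0.70. Figure 5A is a qRT-PCR measurement, not these arrays.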

Other observations

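The paper reports that silencing weakened migration and invasion in functional assays. Of 26 genes of migration and invasion, 8 were higher, 1 lower and 17 neither in Saos-2 (median 0.46, 99.97 percentile, and 0.36 after quantile normalization). ITGA5, a fibronectin receptor chain, was at 3.11 and FN1, fibronectin, at 1.24. The list mixes metalloproteinases with their inhibitors, so its median has no functional direction to set beside those assays. In MG-63, 6 of the 26 genes were higher and 3 lower (median 0.07), with MMP1 at 2.41 and SNAI1, a transcription factor of epithelial-mesenchymal transition, at -1.09. The mean log2 signals over the 4 arrays were 5.70 for MMP1 and 4.76 for SNAI1, under 6, so these changes are less certain. Of 20 osteoblast and bone matrix genes, 5 were higher and 0 lower in MG-63 (median 0.16), with TNFRSF11B at 2.23, and 4 were higher and 6 lower in Saos-2 (median -0.08), with the osteoblast transcription factors DLX5 at -1.42 and SP7 at -1.11. The osteoblast medians depend on the settings. At a log2 level of at least 6 they were 0.55 in MG-63 (99.7 percentile, 10 genes) and 0.15 in Saos-2 (4 higher and 4 lower of 15 genes), and in Saos-2 -0.20 when all probe sets of a gene were averaged (0.57 percentile). limma called none of either list when adjusted over the list alone or over all genes.

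For the S phase that the paper follows by flow cytometry, the genes of DNA replication had medians of 0.03 in MG-63 and -0.12 in Saos-2, the latter at the 0.13 percentile. RRM2, a ribonucleotide reductase subunit, was at 1.82 in MG-63, and GINS1, a replication factor, at -1.41 and -1.52. Of 21 replication histone genes, 4 were higher and 2 lower in MG-63 (median 0.07), and 7 were higher and 7 lower in Saos-2 (median -0.26), with H2BC14 at -1.67 and -1.88. Histone genes are similar in sequence, and their probe sets may share signal. The median of DNA replication in Saos-2 was below 0 under every alternative, from -0.22 after quantile normalization to -0.05 when all probe sets of a gene were averaged. limma called 1 histone decrease when adjusted over the list alone and 0 over all genes.

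Ribosomal proteins had medians of 0.12 in MG-63 and 0.23 in Saos-2, with 1 and 5 of 38 higher and 0 lower. Random lists had on average 3.5 higher and 2.5 lower in MG-63, and 4.8 higher and 2.4 lower in Saos-2. The respiratory chain had 0.07 and 0.14, with 3 of 34 genes higher and 1 lower in each line. The lower one was SDHD, at -0.97 and -0.81. Genes of the microRNA pathway had 0.01 and -0.06. Of 13, 0 were higher and 2 lower in MG-63, and 1 was higher and 2 lower in Saos-2. DROSHA was at 1.28 in Saos-2, and TNRC6B, a partner of Argonaute, at -1.22 and -0.91. Markers of immune cells had 0 and 0.01 and epithelial markers 0 and -0.10, both at median log2 signals of 3.87 and 4.02, near the array medians. The interferon receptor list had -0.11 and 0.02, and the genes that check the lines -0.03 and 0.06.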
